# Transcriptional and post-transcriptional regulation of young genes in plants

**DOI:** 10.1186/s12915-022-01339-7

**Published:** 2022-06-09

**Authors:** Vivek Kumar Raxwal, Somya Singh, Manu Agarwal, Karel Riha

**Keywords:** Abiotic stress, Evolutionary capacitance, Nonsense-mediated RNA decay, Open chromatin, Orphan genes, Young genes

## Abstract

**Background:**

New genes continuously emerge from non-coding DNA or by diverging from existing genes, but most of them are rapidly lost and only a few become fixed within the population. We hypothesized that young genes are subject to transcriptional and post-transcriptional regulation to limit their expression and minimize their exposure to purifying selection.

**Results:**

We performed a protein-based homology search across the tree of life to determine the evolutionary age of protein-coding genes present in the rice genome. We found that young genes in rice have relatively low expression levels, which can be attributed to distal enhancers, and closed chromatin conformation at their transcription start sites (TSS). The chromatin in TSS regions can be re-modeled in response to abiotic stress, indicating conditional expression of young genes. Furthermore, transcripts of young genes in *Arabidopsis* tend to be targeted by nonsense-mediated RNA decay, presenting another layer of regulation limiting their expression.

**Conclusions:**

These data suggest that transcriptional and post-transcriptional mechanisms contribute to the conditional expression of young genes, which may alleviate purging selection while providing an opportunity for phenotypic exposure and functionalization.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01339-7.

## Background

The advent of whole-genome sequencing led to the discovery of a subset of new genes in all domains of life that lack homologs in other lineages [1–4]. These genes, also called orphan or evolutionary young genes, may arise from pre-existing genes by diverging until no homology remains, or they may be born de novo from non-coding DNA [5–8]. In contrast to old genes, young genes are short, rapidly evolving, and usually do not have essential functions. They are therefore under weaker positive selection [9, 10]. Furthermore, the production of non-functional proteins from young genes may represent an energetic burden for the cell, and their evolutionarily non-optimized structure can lead to non-productive interactions, some of which may interfere with cellular functions [11, 12]. Consequently, despite increasing the population’s genetic diversity, most young genes are rapidly lost either due to genetic drift or purging selection, and only a few are fixed in the genome [13]. This raises the question of whether some young genes have the means to hide from purifying selection, expanding their lifespan in a genome and thereby increasing their chances of acquiring novel functions.

One possibility to mitigate the effect of purifying selection is by limiting the extent of expression and/or conditioning it by developmental or environmental cues. Indeed, young genes often have low expression due to the deposition of repressive chromatin marks and the lack of well-developed *cis*-regulatory elements required for transcription [14, 15]. The low expression level of young genes can lessen the burden of protein misfolding, hence reducing the negative selection pressure [11, 12]. Further, spatial or temporal restriction of expression may expand the lifespan of young genes by avoiding untimely exposure to natural selection and may provide an opportunity for phenotypic manifestation and functionalization. In nematodes, young genes are born in the vicinity of enhancers and utilize their *cis*-regulatory elements to express themselves in limited cell types and tissues [16]. Moreover, the permissive transcription environment of isolated compartments, such as the testes in animals and pollen grains in plants, provides a perfect breeding ground for young genes to mature and gain function [17, 18].

In this study, we investigated the mechanisms that contribute to the low or conditional expression of young genes via transcriptional and post-transcriptional regulation in rice and *Arabidopsis*. We propose that the restricted expression of young genes through these mechanisms can mitigate exposure to negative selection and offer an opportunity for phenotypic manifestation under certain conditions, which permits gene functionalization and genetic fixation in a population.

## Result and discussion

### Young genes are associated with closed chromatin and distal enhancers

We performed a protein-based homology search across the tree of life to determine the evolutionary age of protein-coding genes present in the rice genome using Phylostratr [19]. The genes were grouped into phylostrata (PS) according to their evolutionary age, such that PS1 contains genes with the oldest known ancestor homolog, whereas the last phylostrata (PS19) includes the evolutionary youngest genes with no known ancestral homolog (Fig. S1). Consequently, PS1 was enriched with genes involved in biological processes such as replication, transcription, translation, cell cycle, meiosis, and DNA repair. In contrast, no specific biological process categories were enriched in PS19. To understand the differences in the gene regulation and the underlying reasons, we compared the steady-state expression of evolutionary old (PS1) and young genes (PS19) and observed that young genes largely had low expression relative to the old genes (Fig. 1A).

**Fig. 1:**
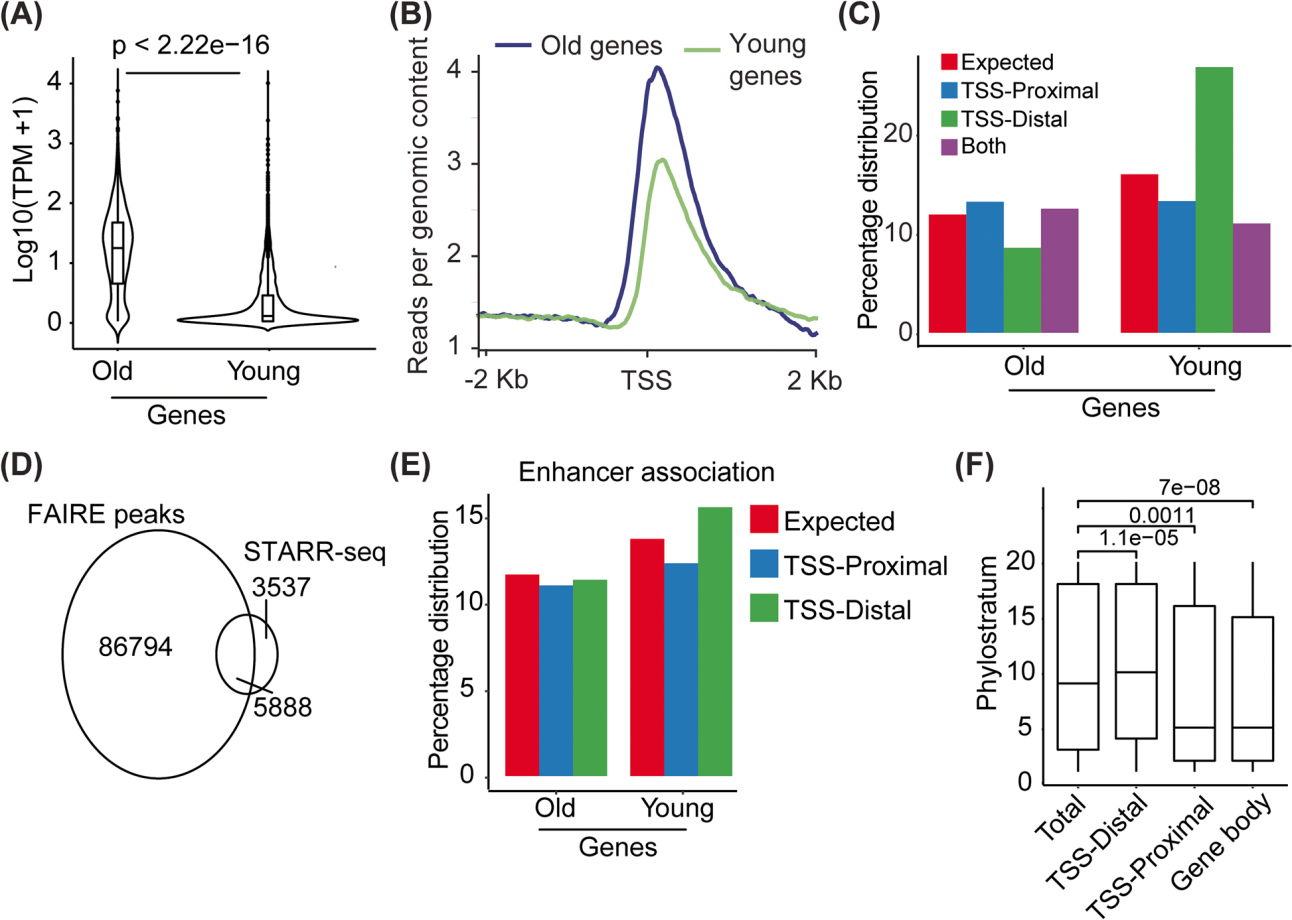
Transcriptional regulation of the young genes. **A** A violin plot showing the expression of old and young genes. The expression of genes in transcript per million (TPM) was log10-transformed before plotting. The statistical significance of the difference was calculated using the Mann-Whitney test. **B** A line plot showing normalized coverage of FAIRE-seq reads around the transcription start site (TSS) of old (PS1) and young (PS19) genes. **C** A bar plot was drawn to show the enrichment of FAIRE-seq peaks at either the TSS-proximal (up to 1.5 kb upstream of TSS), TSS-distal (> − 1.5 kb from TSS), or both (FAIRE-seq peak present at TSS-proximal as well as TSS-distal intergenic regions) of old and young genes. Enrichment was higher than background (expected) and was calculated as the total percentage of genes present in the old or young gene categories. **D** An area proportional Venn diagram showing the overlap of FAIRE-seq-identified open chromatin regions and STARR-seq-identified enhancers. **E** A bar plot was drawn to show enrichment of enhancers at the TSS-proximal (up to 1.5 kb upstream of TSS) and TSS-distal (> − 1.5 kb from TSS) regions of old and young genes. The enrichment was seen over the background (expected), calculated as the total percentage of enhancers present in the old or young gene categories. **F** A box plot showing the association of STARR-seq-identified enhancers with the age of genes. Enhancer is characterized as TSS-distal if it is present > 1.5 kb upstream of the TSS, whereas TSS-proximal enhancers are located within 1.5 kb upstream of TSS. If an enhancer is present at any part of the gene body, then it is characterized as a gene body enhancer. The age of the nearest gene is plotted at the *Y*-axis, where phylostratum 1 denotes the oldest and phylostratum 19 denotes the youngest class of genes

Young genes have been reported to possess heterochromatic epigenetic signatures and a closed chromatin state in *Drosophila*, nematodes, and *Arabidopsis* [14, 20, 21]. 

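In FAIRE-seq, chromatin is crosslinked with formaldehyde and sheared, and the DNA that is recovered free of protein after phenol-chloroform extraction is sequenced, so that stretches with many reads mark open chromatin. The control sample was 14-day-old seedlings of the Japonica rice cultivar Nipponbare grown at 28 °C, in 2 independent replicates. Table S1 of the paper lists 25977798 mapped reads for control replicate 1, which is 55.7% of its reads, and 31348155 mapped reads for control replicate 2, which is 69.4%. The authors aligned the reads to IRGSP 1.0 with Bowtie2, removed reads at known organelle insertions, reads with a low mapping score and duplicate reads, and called broad peaks with MACS2. They deposited a single list of peaks for both control replicates, and the paper's text does not state how the replicates were combined. The spread between replicates can therefore not be computed for any value of the list. The control list held 99518 peaks on 12 chromosomes, which together covered 82.8 Mb. The median peak was 649 bp wide, the middle quartiles ran from 357 to 1100 bp, and the narrowest and widest peaks had 200 and 5881 bp. The fold enrichment that MACS2 gave to each control peak, which is the authors' value, had a median of 2.38 and ran from 1.27 to 8.92. The lowest −log10 q of the list was 1.02, and 3628 of the peaks (3.65%) had a −log10 q under 2. When these were left out, 95890 peaks remained and the median width rose to 666 bp. The TSS of old and young genes were not set against these peaks, because a gene annotation of IRGSP 1.0 was not used here.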

To investigate whether the lower expression of young genes in rice was due to the closed chromatin architecture of their regulatory regions, we employed formaldehyde-assisted isolation of regulatory elements (FAIRE-seq) (Fig. S2; Additional file 2: Table S1, S2). We observed that the TSS-proximal regions of the young genes have a more closed chromatin conformation relative to old genes (Fig. 1B). Moreover, we observed an increased association of transposons with the TSS-proximal region of young genes in contrast to old genes (Fig. S3A). This is in agreement with higher levels of repressive histone modifications (H3K9me2 and H3K9me1) and lower levels of permissive modifications (H3K9ac and H3K4ac) at the TSS of young genes compared to old genes (Fig. S3B-E). These results suggest that a generally closed chromatin conformation limits the expression of young genes in rice.

Interestingly, our FAIRE-seq analysis in rice revealed an enrichment of open chromatin at the distal intergenic regions (> 1500 bp upstream from TSS) of young genes (Fig. 1C), which has also been observed in *Arabidopsis* (Fig. S4). Open chromatin at a distal intergenic region is indicative of an enhancer [22], and enhancers have been suggested to be involved in the birth of young genes [14, 16]. To determine whether distal upstream regions of young genes indeed contain enhancers, we determined the overlap between open chromatin, which we identified by FAIRE-seq, and enhancers, identified by STARR-seq, in rice [23]. Our overlap analysis revealed that more than 60% of the known enhancers overlapped with open chromatin regions (Fig. 1D). Next, we compared the enrichment of enhancers in TSS-proximal and TSS-distal regions. We found that enhancers are enriched in the TSS-distal regions of young genes but not in the TSS-distal regions of old genes (Fig. 1E). We also observed that the average age of the nearest gene to distal intergenic enhancers is younger in contrast to the enhancers present in the TSS-proximal region (Fig. 1F). Interestingly, we did not detect an enrichment of enhancers in TSS-proximal regions of young genes. This is in contrast to previous findings in nematodes which suggested that genes are born within open regions of enhancers [14]. Instead, our result suggests that, at least in rice, distally positioned enhancers play a regulatory role by conditioning the expression of young genes [24, 25]. The utilization of distal enhancers likely contributes to the lower expression observed for young genes, which reduces the cost to the cell of translating misfolded and possibly toxic proteins. Moreover, enhancers evolve faster than promoters, thereby providing an opportunity for young genes to evolve together with enhancers as they acquire novel transcription regulatory networks over time [26, 27].

### Abiotic stress alters chromatin architecture at TSS of young genes

The expression of young genes can provide species-specific adaptation to environmental challenges [15, 28–30], suggesting that their chromatin architecture and transcription are responsive to external stimuli. Since many young genes in rice have a closed chromatin conformation in the promoter-proximal regions, we investigated whether abiotic stresses have the potential to affect chromatin conformation. We performed FAIRE-seq on rice seedlings subjected to varying durations of cold, heat, and salt stress (see the “Methods” section). 

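Cold-stressed seedlings were kept at 4 °C and sampled after 12 h or after 24 h. Heat-stressed seedlings were kept at 42 °C, with sampling after 30 min or after 3 h. Salt stress was given as NaCl at 250 mM and lasted either 2 h or 6 h. Each treatment had 2 replicates. The 12 stress libraries had between 21926320 and 49561198 mapped reads in Table S1 of the paper, with a median of 34787707. Summed over both replicates, the mapped reads came to 62714749 for cold 12 h, 66015349 for cold 24 h, 89830322 for heat 30 min, 70715146 for heat 3 h, 82232146 for salt 2 h and 59121725 for salt 6 h. The control, with 57325953, had the fewest. The paper's text does not state whether Table S1 counts reads before or after the filters on mapping score and duplicates. As for the control, the authors deposited 1 list of MACS2 broad peaks per treatment. The number of peaks was 110010 for cold 12 h, 102210 for cold 24 h, 108147 for heat 30 min, 91083 for heat 3 h, 97058 for salt 2 h and 87437 for salt 6 h. Peaks covered 96.2 Mb of the genome after cold 12 h, 85.3 Mb after cold 24 h, 95.2 Mb after heat 30 min, 69.9 Mb after heat 3 h, 81.0 Mb after salt 2 h and 68.6 Mb after salt 6 h. Covered length was above that of the control on each of the 12 chromosomes for both cold treatments and heat 30 min, and below it on each of them for heat 3 h and both salt treatments. With 1 list per treatment, these differences have no replicate check. Leaving out the peaks with a −log10 q under 2 changed the number of peaks and the covered length of the 7 lists by between 0.738% and 6.17%.

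**Figure D1:**
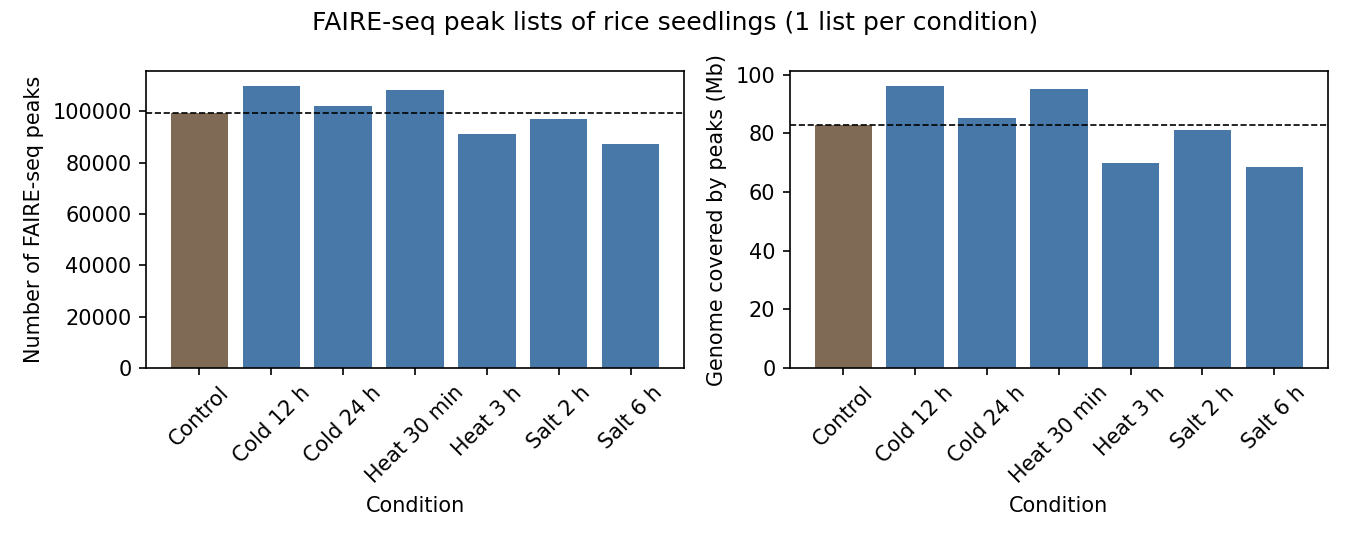
The left panel shows the number of FAIRE-seq peaks and the right panel the genome length covered by peaks in Mb, as 1 bar for each of the 7 peak lists, with the control in brown and a dashed line at its value. Cold 12 h stands highest in both panels and salt 6 h lowest. There are no error bars, since each condition has 1 list.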

Except for cold stress (12 h), all of the abiotic stresses we tested increased chromatin accessibility around the TSS of young genes (Fig. 2). These results suggest that chromatin architecture can be re-modeled upon exposure to external environmental factors, allowing young genes to gradually evolve interactions between *cis*-regulatory elements and regulatory proteins, thereby providing an opportunity to increase their expression and gain function.

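Changes between the control and stress lists were counted over the whole genome, not at the TSS of young genes, with at least 1 bp of overlap taken as a shared peak. Of the cold 12 h peaks, 17.5% (19242) overlapped no control peak, with a 95% Wilson interval from 17.3% to 17.7%. The share was 8.18% (8358 peaks) for cold 24 h, 14.3% (15440) for heat 30 min, 7.31% (6654) for heat 3 h, 4.96% (4815) for salt 2 h and 4.73% (4136) for salt 6 h. In the other direction, 7.73% of the control peaks overlapped no cold 12 h peak, 5.52% no cold 24 h peak, 4.67% no heat 30 min peak, 17.7% no heat 3 h peak, 7.30% no salt 2 h peak and 18.1% no salt 6 h peak. None of these 12 Wilson intervals reached more than 0.241 percentage points from its share, but they cover counting error only and not the variation between seedlings. The stress peaks without a control peak were narrow, with a median width between 240 and 348 bp in the 6 lists, against 639 to 780 bp for the other peaks of the same lists. Their median fold enrichment stood between the percentiles 11.9 and 22.6 of their own list. The shares also depended on the length of the lists. With the 87437 peaks of highest fold enrichment taken from every list, a setting chosen after the data were seen, 14.8% of the cold 12 h peaks had no control peak and 13.4% of the control peaks had no cold 12 h peak, and for salt 6 h these shares were 12.5% and 15.0%. Lists of equal length bring the shares of both directions close to each other by construction. From the coverage of FAIRE-seq reads around the TSS of young genes in Fig. 2, the paper proposes that external factors can re-model chromatin and so give young genes an opportunity to gain expression and function.

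**Figure D2:**
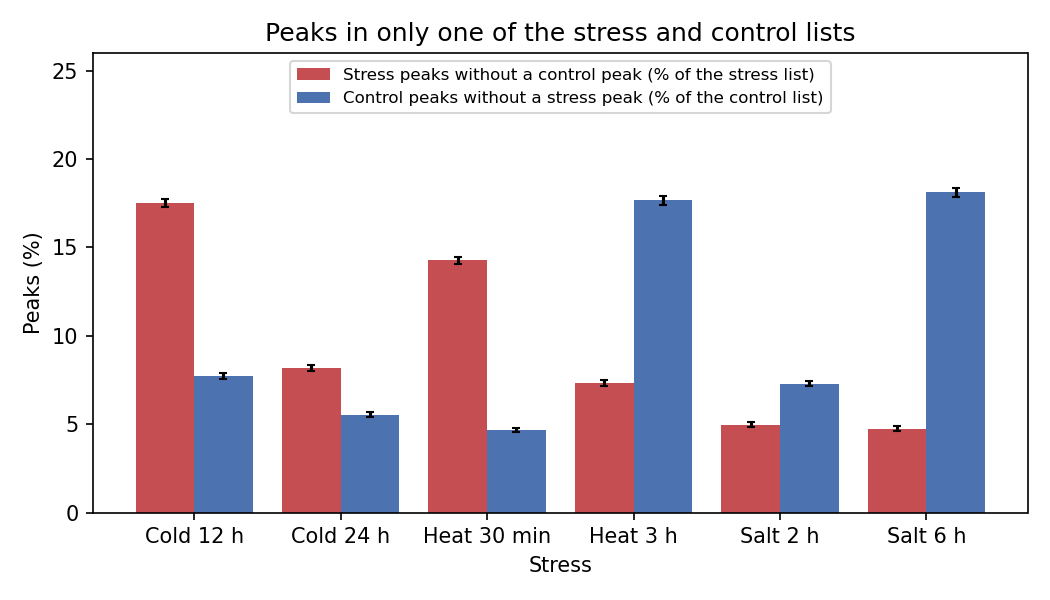
For each of the 6 stress treatments on the horizontal axis, the red bar is the percentage of peaks of the stress list that overlap no control peak and the blue bar the percentage of control peaks that overlap no peak of the stress list. Error bars are 95% Wilson intervals. The red bar is the higher for both cold treatments and heat 30 min, and the blue bar for heat 3 h and both salt treatments.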

**Fig. 2:**
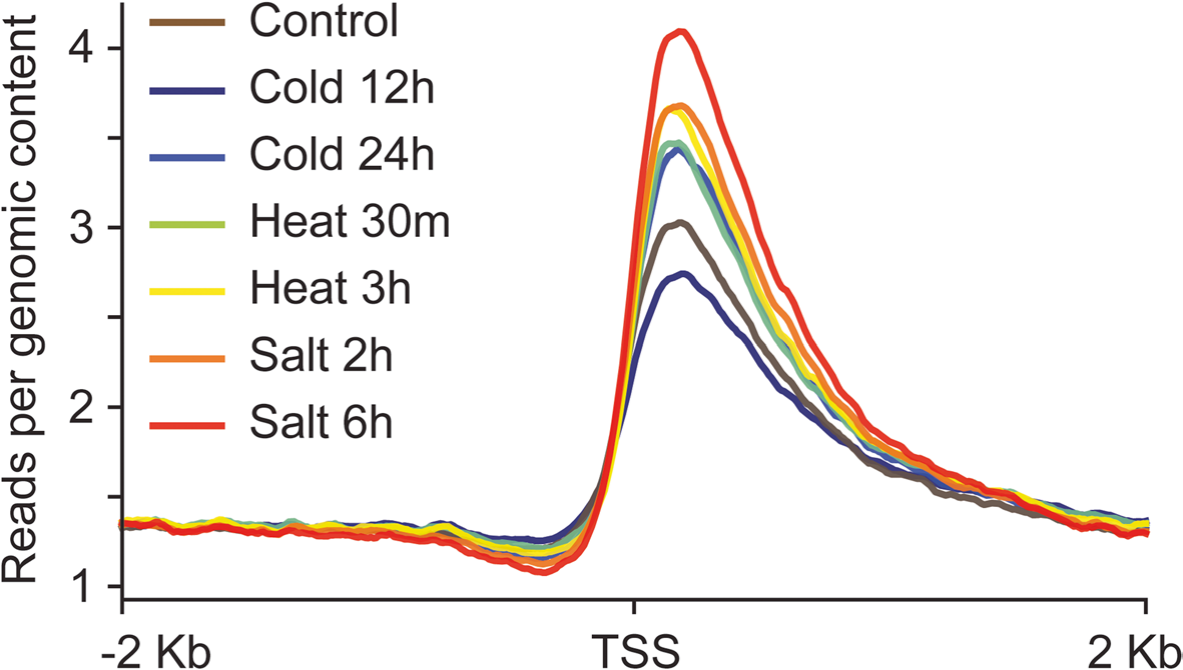
Abiotic stress re-models the chromatin architecture of young genes. A line plot showing the normalized coverage of FAIRE-seq reads around the TSS (± 2000 bp) of young genes in control and stress subject rice seedlings

### Young gene transcripts are targeted by nonsense-mediated RNA decay

Apart from transcriptional regulation, the expression of young genes can be reduced by post-transcriptional regulation. Young genes in *Drosophila* have been associated with increased occurrence of premature translation termination codons (PTCs) [31]. Since PTC-containing transcripts are degraded by the nonsense-mediated RNA decay (NMD) pathway [32, 33], we hypothesized that the expression of young genes is affected by NMD. To examine this hypothesis, we took advantage of the genetic and genomic resources available in *Arabidopsis* [34]. Indeed, compared to older genes, young genes were enriched for PTCs and long 3′UTRs, both hallmark NMD features (Fig. 3A). We also observed an increased incidence of PTCs in young genes of maize and *Arabidopsis* (Fig. S5). We further found that young genes have significantly reduced transcript stability compared to old genes (Fig. 3B). The *Arabidopsis upf1 pad4* mutant, which is severely compromised in NMD [34, 35], exhibits a more pronounced increase in the expression of young genes than old genes (Fig. 3C). These results suggest that young genes are subject to post-transcriptional regulation by NMD.

**Fig. 3:**
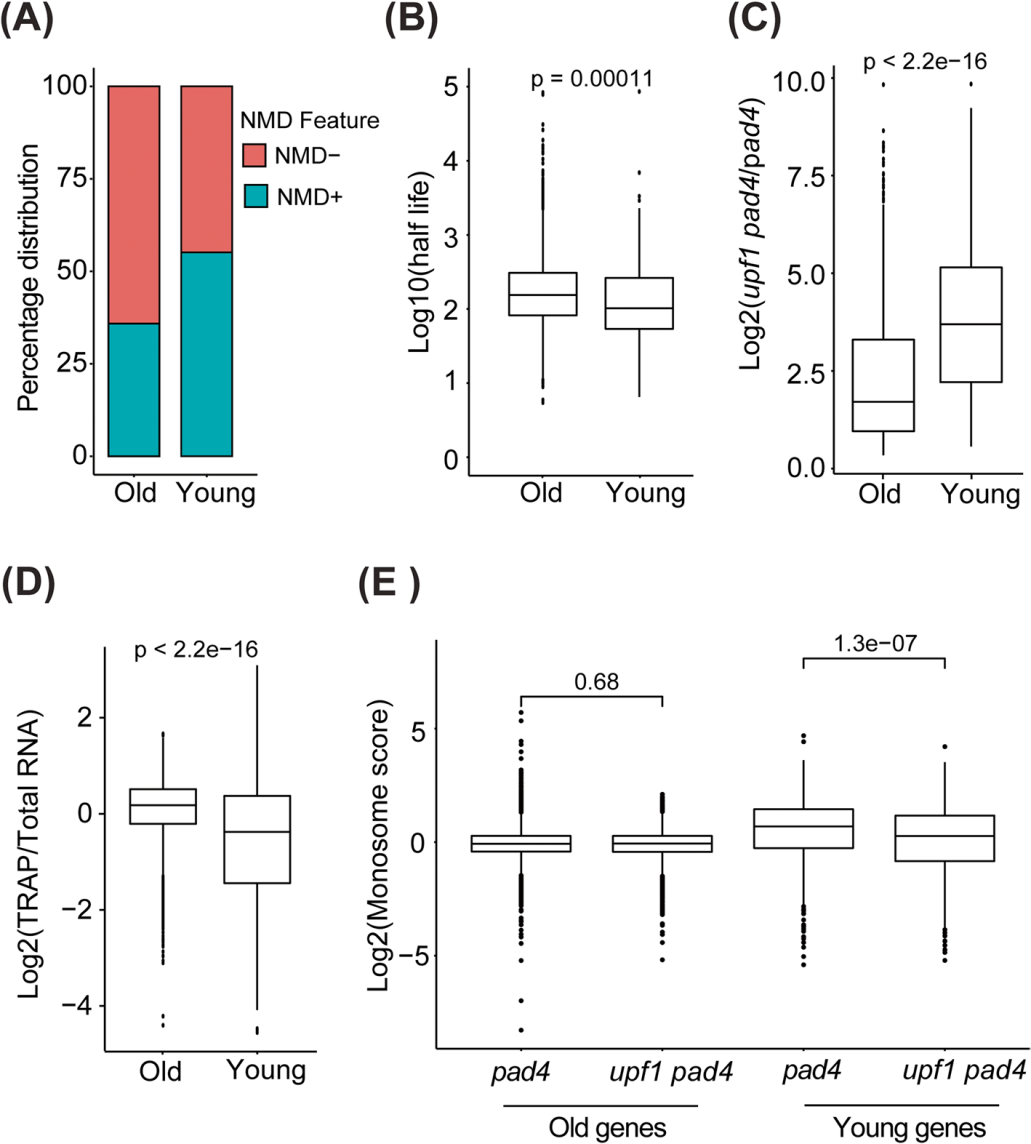
Nonsense-mediated RNA decay (NMD) post-transcriptionally regulates the abundance of young genes. **A** The accumulation of NMD features in old and young genes is presented as a bar plot. **B** A box plot representing the half-life (log10-transformed) of the old and young genes. **C** The relative change in expression of old and young genes due to UPF1 deficiency. **D** The association of old and young genes with the ribosome is shown as a box plot. **E** A box plot depicting the association of old and young genes with monosome and polysome either in *pad4* or UPF1-null (*upf1 pad4*)

The increased targeting of young gene mRNAs by NMD implies lower levels of translation. Therefore, we next evaluated the relative efficiency of translation by scoring the differences in ribosome association between old and young genes using the Targeted Purification of Polysomal mRNA (TRAP) dataset [36]. We observed that transcripts from older genes had substantially higher levels of ribosome association than transcripts from younger genes, indicating less efficient translation of young genes (Fig. 3D). Previously, we determined that inactivation of NMD leads to increased translation of NMD-targeted transcripts, which was manifested as a shift of the transcripts from monosomal to the polysomal fraction of ribosomes [34]. If NMD contributes to the translational repression of young genes, we also anticipated a similar trend for young gene transcripts. Indeed, NMD inactivation led to a significant decrease of the monosome score for young transcripts, which indicates their shift to polysomes and increased translation (Fig. 3E). In contrast, no significant difference was observed in the monosome score of older genes in the presence or absence of UPF1 (Fig. 3E). These results further substantiate the role of NMD in limiting the expression of young genes at the level of RNA stability and translation. Because NMD efficiency changes in response to environmental and developmental cues [37, 38], the repression of young genes by NMD is not constitutive. Rather, it could be lifted under certain conditions. The observation that young genes are subject to regulation by NMD is in line with our hypothesis where we proposed that NMD can act as an evolutionary capacitor, permitting the accumulation of cryptic genetic variation and exposing it conditionally to the selection [37].

## Conclusions

We propose that young genes tend to have low expression levels due to closed chromatin, limited transcription by enhancers, and post-transcriptional degradation by NMD to avoid their untimely exposure to purifying selection. All three of these mechanisms are responsive to environmental stress and developmental signals, which provide an opportunity for the conditional expression and phenotypic manifestation of young genes, a prerequisite for gene functionalization.

## Methods

### Plant material, growth conditions, and stress treatment

*Oryza sativa* L. Japonica nipponbare was grown in a plant growth chamber (Conviron®) at 28 °C under a photoperiod of 16 h/8 h. Fourteen-day-old seedlings were subjected to heat (42 °C for 30 min and 3 h), cold (4 °C for 12 h and 24 h), and salt (250 mM NaCl for 2 h and 6 h) stress. The 14-day-old seedlings grown at 28 °C were taken as the control sample.

### Formaldehyde-assisted isolation of regulatory elements (FAIRE-seq)

FAIRE-seq was performed on two independent replicates of 14-day-old stress-treated and control seedlings as per the protocol described previously [39]. The raw sequencing reads were aligned to the rice reference genome (IRGSP 1.0) using Bowtie2 with default parameters [40]. The reads aligning to the region of the chromosome with a known insertion site of the mitochondrial and chloroplast genome were removed. To remove reads mapped to multiple positions on the genome, reads with a mapping score of less than 10 were filtered out. To remove potential PCR duplicates, reads with the same start and end positions were considered only once. Broad peaks were called by MACS2 with default parameters except the no-model option to identify open chromatin regions in the rice genome [41]. Furthermore, peaks having a read count < 1 RPM in any biological replicates were removed from the analysis. A scatter plot was generated to observe the reproducibility of peaks among biological replicates. The overlap analysis was performed using the R package ChIPpeakanno [42].

### RNA-seq and analysis

RNA-seq libraries from RNA extracted (the Qiagen plant RNA extraction kit) from two independent replicates were prepared using the TruSeq RNA sample preparation kit (Illumina Inc., USA). The libraries were sequenced for 50-bp single-end sequencing on Illumina’s HiSeq 2000 platform. The sequencing reads were filtered for quality using Trimgalore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), and high-quality reads were pseudo aligned to Rice transcriptome (ensemble 46 version) using Kallisto version 0.46.0 with default parameters [43]. The differential expression analysis was performed using a limma-voom pipeline enabled in 3D-RNA-seq [44].

### Evolutionary age classification of genes, NMD features, and mRNA half-life analysis

The evolutionary age or phylostratum of each peptide present in the Rice (*Oryza sativa* Nipponbare version), maize (B73 RefGen_v4), and *Arabidopsis* (Araport 11) was determined using Phylostratr [19]. In brief, a pairwise BLAST of the proteome of focal species (rice, *Arabidopsis*, and maize) against each of the species present in the NCBI tree of life (uniport proteome) was performed. The best hit for each protein of focal species was extracted and assigned phylostratum associated with the deepest clade. The subset of genes with no inferred homologs was classified as the evolutionary youngest genes. A transcript is defined as having an NMD feature if it has a premature termination codon (PTC) before (greater than 50 bp) the last exon junction complex (EJC) or the length of its 3′UTR exceeds 350 bp. The mRNA half-life, TRAP, and NMD data were taken from [34, 36, 45].

## Supplementary Information

**Additional file 1: Figure S1**. Phyllostratographic classification of rice genes **Figure S2**. FAIRE-seq identifies reproducible peaks. **Figure S3**. TSS of young genes associates with transposons and repressive histone modification signatures. Data from [47]. **Figure S4**. A bar plot showing the percentage distribution of FAIRE-peaks in either the TSS proximal (<-1.5kb of TSS) or TSS distal region (> -1.5kb of TSS) of old and young genes of *Arabidopsis thaliana*. **Figure S5**. A bar plot showing the distribution of premature translation termination codons (PTC) in old and young genes of Arabidopsis, rice, and maize.

**Additional file 2: **NGS data. **Table S1**. Mapping percentage of FAIRE-seq and RNA-seq data. **Table S2**. Expression of young and old genes in rice seedlings.

## Data Availability

All the sequencing data have been submitted to the Gene Expression Omnibus (GEO) repository under the accession number GSE192747 [46].

# Supplementary material for: Transcriptional and post-transcriptional regulation of young genes in plants
**Source:** BMC Biol. 2022 Jun 9;20:134. doi: 10.1186/s12915-022-01339-7
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Phyllostratographic classification of rice genes Figure S2. FAIRE-seq identifies reproducible peaks. Figure S3. TSS of young genes associates with transposons and repressive histone modification signatures. Data from [47]. Figure S4. A bar plot showing the percentage distribution of FAIRE-peaks in either the TSS proximal (<-1.5kb of TSS) or TSS distal region (> -1.5kb of TSS) of old and young genes of Arabidopsis thaliana. Figure S5. A bar plot showing the distribution of premature translation termination codons (PTC) in old and young genes of Arabidopsis, rice, and maize.

**Additional File 1: Supplementary information**

**Figure Tittle and Legends**

**Fig. S1. Phyllostratographic classification of rice genes.**

A protein-based homology search across the tree of life to determine the evolutionary age of protein-coding genes present in the rice genome was performed using Phylostratr. A bar plot was drawn that represents the percentage of genes present in each inferred age group or phylostratum. PS1 represents the oldest subset of genes, whereas PS19 represents the youngest genes.

**Fig S2: FAIRE-seq identifies reproducible peaks.**

(A-I) A scatter plot showing the reproducibility of FAIRE-seq identified regions among two biological replicates of control and stress subjected samples. 

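Each plot compares the replicates of a condition region by region, on read values normalized for depth, which removes the difference in depth between the replicates but not the noise that a lower depth brings. The larger replicate had between 1.08 and 2.01 times the mapped reads of the smaller in the 7 conditions that have a peak list, with a median of 1.30. The ratio of 2.01 belonged to cold 24 h, whose replicate 2 had 44089029 mapped reads. Mapped reads made up between 51.4% and 82.1% of the reads of these 14 libraries, with a median of 67.5%. The methods state that peaks under 1 RPM in any replicate were removed. The peak numbers in each of the 7 deposited lists run without a gap, which does not tell whether this filter was applied, since peaks can be renumbered after a filter. The read values per replicate and region were not used here.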

Each dot represents the log 10 normalized read per million values of one FIR in biological replicate 1 (x-axis) and replicate 2 (y-axis). The R-value is the Pearson correlation coefficient, and the low p-value rejects the null hypothesis that the coefficient is equal to zero. The line represents the linear regression fit. 

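The likeness of the peak lists was measured from the positions of the peaks alone. For each of the 21 pairs of lists, the Jaccard index is the number of bases covered by peaks in both lists over the number covered in at least 1 of them. With the control, the index was 0.830 for salt 2 h, with an SD of 0.00785 over the 12 chromosomes. It was 0.811 (SD 0.00587) for cold 24 h, 0.755 (SD 0.00643) for heat 30 min, 0.722 (SD 0.0115) for salt 6 h, 0.683 (SD 0.0120) for heat 3 h and 0.677 (SD 0.0140) for cold 12 h. The values for heat 3 h and cold 12 h lay within an SD of each other. This SD is over chromosomes and is not a replicate error. When the stress lists were shifted along the chromosomes at random 100 times, the mean index with the control was between 0.113 and 0.137. Among the 20000 peaks of highest fold enrichment in each list, the index with the control fell to 0.627 for salt 2 h and to 0.438 for cold 12 h. Merging the 7 lists gave 119009 regions, of which 68348 (57.4%) had a peak in every list. In a principal component analysis of the presence or absence of a peak in these regions, the first component held 39.3% of the variance and the second 19.6%. On the first component, cold 12 h stood at 96.8, heat 30 min at 70.5, cold 24 h at 5.5, the control at -9.9, salt 2 h at -35.0, heat 3 h at -47.0 and salt 6 h at -80.9. This input holds no read values and covers 7 conditions. The order on the first component was also the order of the lists by number of peaks and by covered length.

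**Figure D3:**
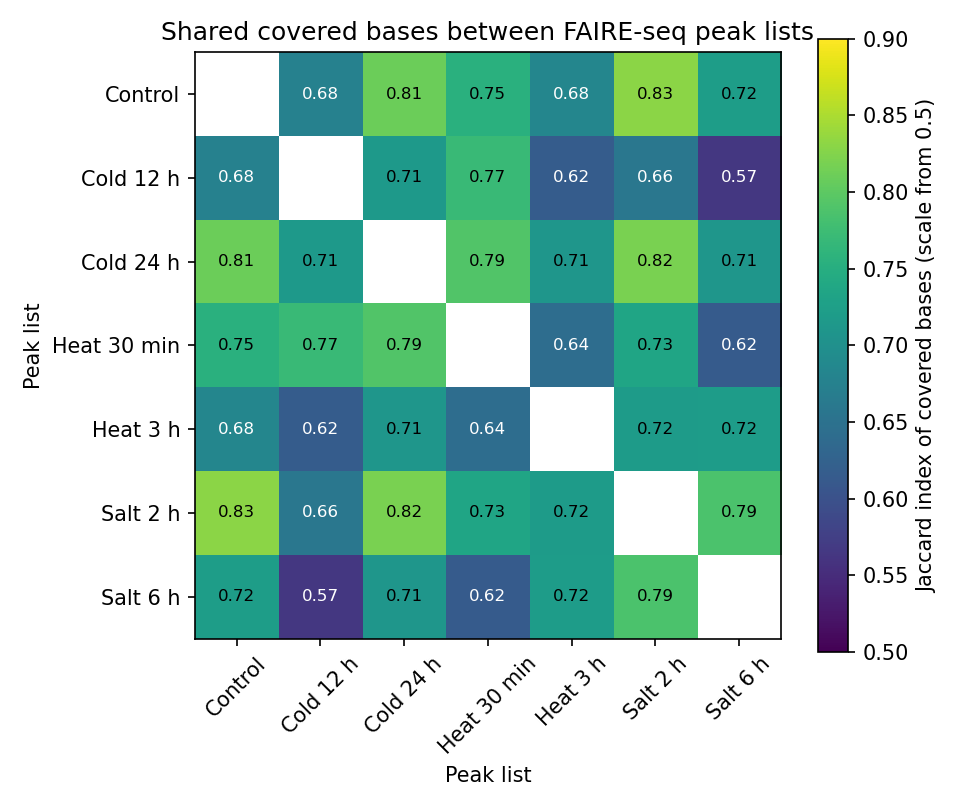
Each cell gives the Jaccard index of covered bases for the peak lists named on the axes, with the colour scale starting at 0.5 and the diagonal left blank. The highest index is that of the control and salt 2 h, and the lowest, 0.565, that of cold 12 h and salt 6 h.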

(J) A principal component analysis plot representing variation in the FAIRE-seq identified peaks between stress and control sample. More than 90% of the variation can be described by principal components 1 and 2

**Fig. S3. TSS of young genes associates with transposons and repressive histone modification signatures**

**(A)** TSS proximal region of young genes shows the increased accumulation of transposons compared to old genes **(B-E)** A line plot showing the deposition of various histone modification marks over the TSS of young and old genes.

**Fig. S4.** A bar plot showing the percentage distribution of FAIRE-peaks in either the TSS proximal (<-1.5kb of TSS) or TSS distal region (> -1.5kb of TSS) of old and young genes of *Arabidopsis thaliana*.

**Fig. S5:** A bar plot showing the distribution of premature translation termination codons (PTC) in old and young genes of Arabidopsis, rice, and maize.

**Fig. S1**

**
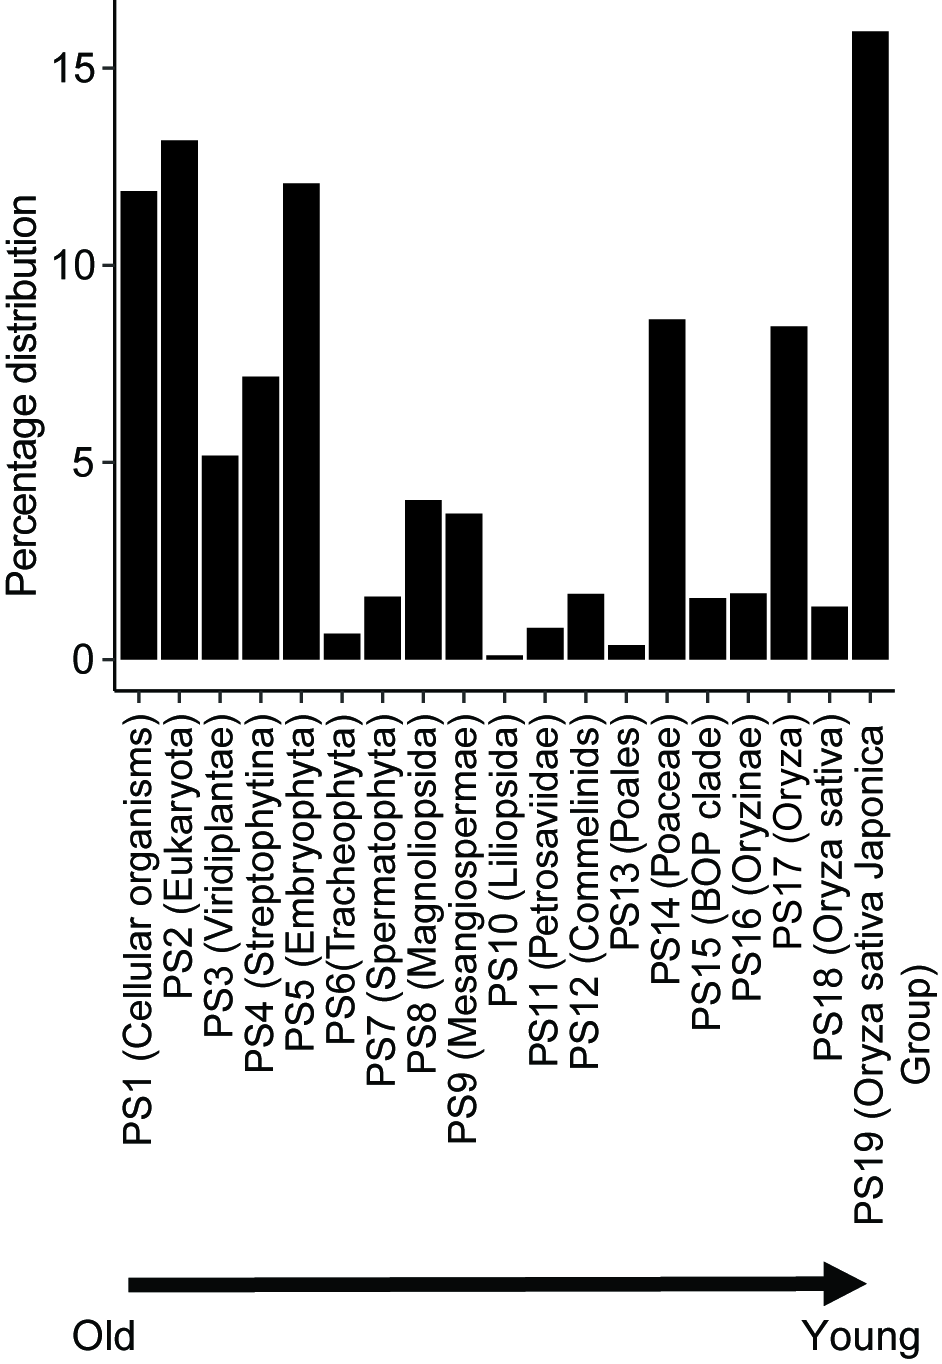
**

**Fig. S2**

**
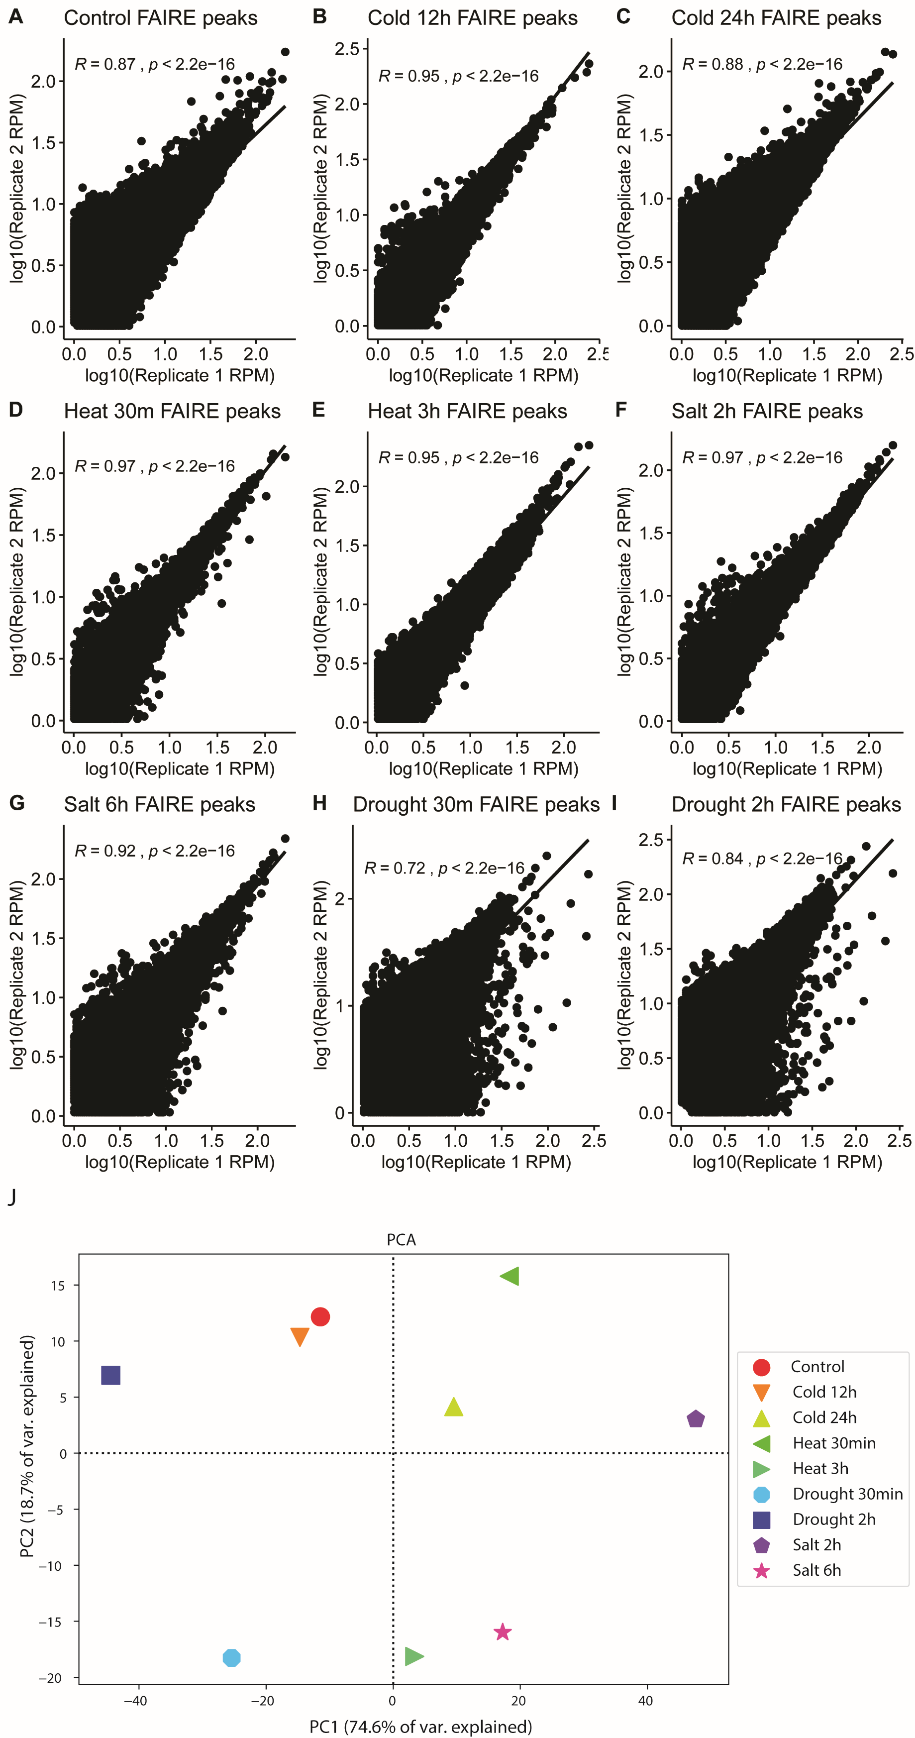
**

**Fig. S3**

**
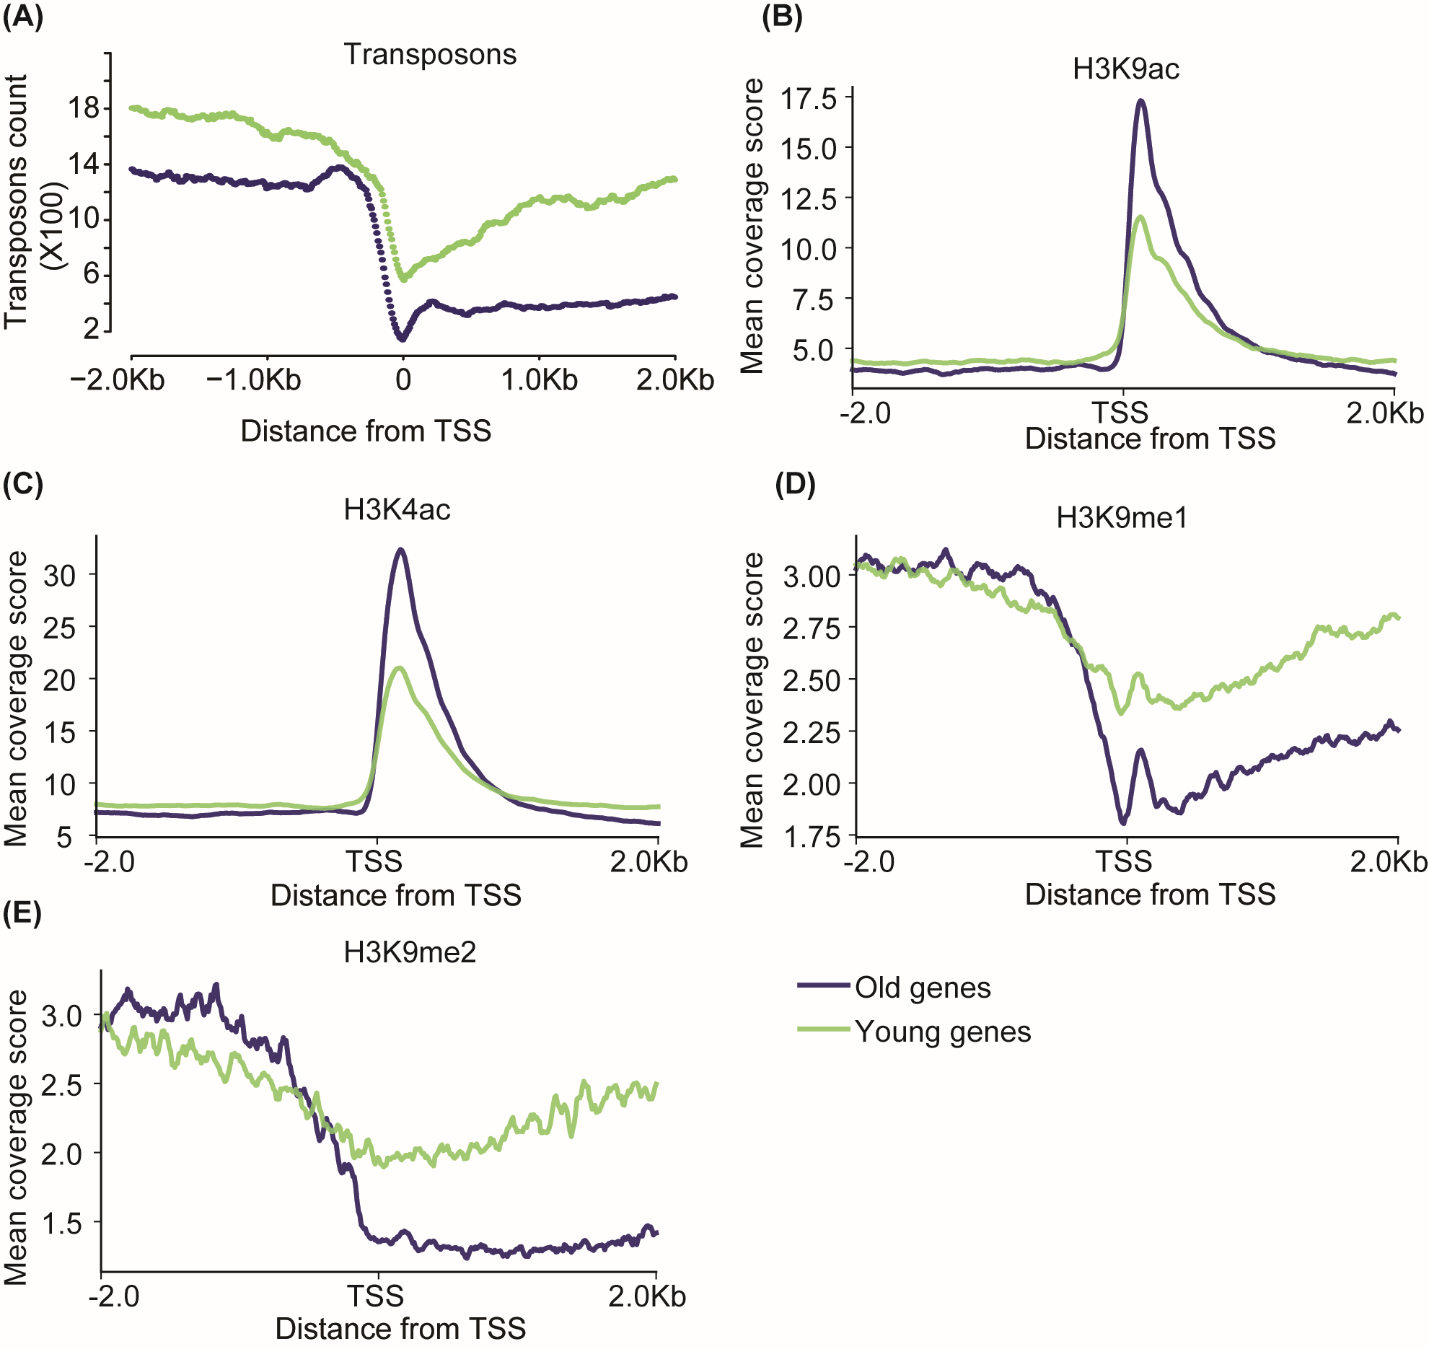
**

**Fig. S4**

**
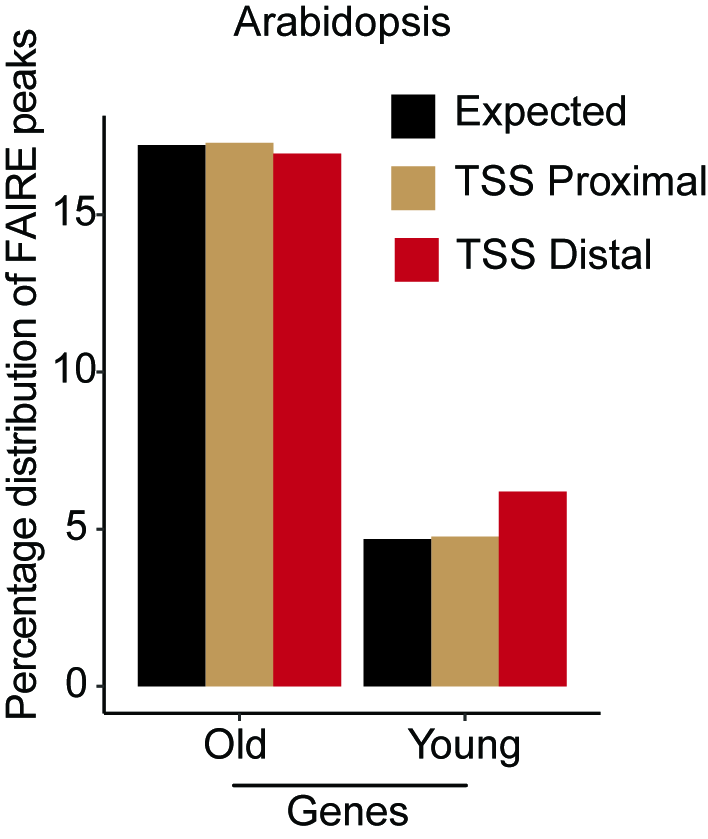
**

**Fig. S5**

**
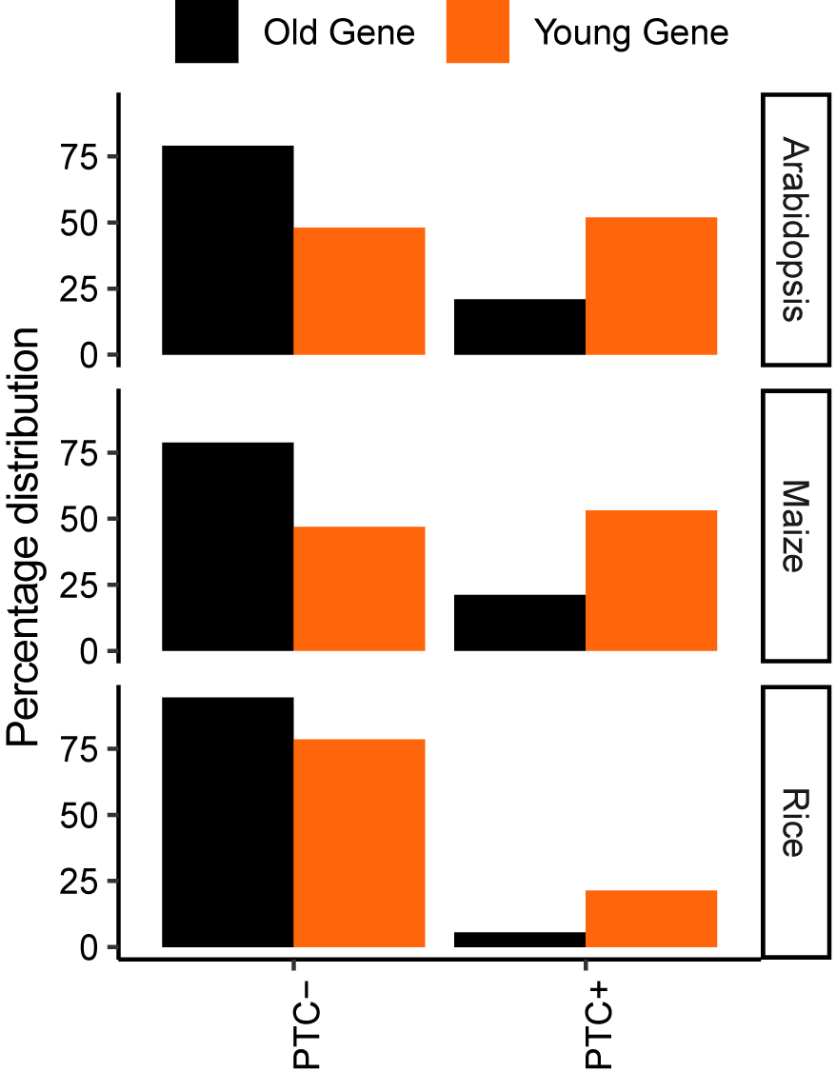
**

How the deposited data were processed for this re-analysis (not part of the article)

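FAIRE-seq was analysed for 14-day-old rice seedlings of 7 conditions with 2 replicates each. The authors aligned the reads to IRGSP 1.0 with Bowtie2, filtered them and called broad peaks with MACS2, and they deposited 1 peak list per condition. The deposited fold enrichment and −log10 q of each peak are the authors' values from MACS2. They were used to rank or filter peaks only within their own list, and otherwise only to describe the lists. The lowest −log10 q of the lists was between 1.00 and 1.04. Whether the reads of both replicates were pooled before peaks were called is not stated in the paper's text, so no value has a replicate error and no p-value was computed across peaks.

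Peaks of a list were merged into covered bases. The Jaccard index of each of the 21 pairs was computed from them and checked with bedtools 2.31.1, which gave the same shared and total bases in all 21 pairs. Its spread is the SD over 12 chromosomes, and its chance level comes from 100 random circular shifts. A peak without a partner overlapped no peak of the other list by at least 1 bp, and shares have 95% Wilson intervals, which cover counting error only. Strong peaks are the 20000 with the highest fold enrichment of a list. For the principal component analysis, the 7 lists were merged into regions and each region was scored for the presence of a peak. Correlations across lists have exact permutation p-values with Benjamini-Hochberg adjustment over 4 relations, and an adjusted p of 0.05 was the threshold, which was chosen after the p-values had been seen. The overlap and merging functions were tested on 5000 simulated peaks set apart from each other on 1 chromosome, and all 7 known quantities were recovered. The known answer for the strongest peaks was found by the same sorting as the function uses, so that quantity could not fail. The circular shifts, principal components and permutations were not part of this test. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

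Depth was taken from the mapped reads in Table S1 of the paper, and the paper's text does not state whether these are counted before or after the filters on mapping score and duplicates. Drought libraries of that table and the RNA-seq libraries were not analysed here. The TPM in Table S2 are the paper's, and the copy used holds 1997 of its 5566 rows.

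The design set before the data were examined also covered peaks within 500 bp of the TSS of old and young genes, TSS-proximal and TSS-distal peaks, TPM of genes with and without a peak, and a rule for named genes: the young genes with the strongest TSS peak in the control, and those with a TSS peak in all lists but the control and cold 12 h. These were not analysed here. They need gene positions on IRGSP 1.0, and the reference table used here is for another assembly and matched 1 of the 3994 gene identifiers in the copy of Table S2. No rice gene is therefore named. The alternatives tried were a stricter limit on −log10 q, the strongest peaks only, equal numbers of peaks, a larger overlap, and the covered share of each region in the principal component analysis.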

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

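All tests below were chosen after the results had been seen.

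Some strong stress peaks lie where the control list has none. The paper does not report single peaks of the stress lists, and where these peaks lie relative to genes was not analysed here. Among the 20000 peaks of highest fold enrichment in each list, 174 of cold 12 h and 186 of heat 30 min overlapped no control peak, while 31 and 8 of the 20000 strongest control peaks overlapped no peak of these lists. The reverse held for heat 3 h, with 31 against 241, and for salt 6 h, with 0 against 321. It also held, with smaller counts, for cold 24 h, with 7 against 22, and for salt 2 h, with 2 against 22. Strong is a rank within a list, so a strong peak of a list need not be strong in another. Each set of 20000 was set against all peaks of the other list. These counts therefore depend in part on the length of that list. The strong heat 30 min peaks without a control peak had a median width of 277 bp, against 812 bp for all its strong peaks. A response specific to heat would leave most of them out of the cold 12 h list, but 93.5% of them overlapped a cold 12 h peak. Both lists were set against the same control list, so peaks that the control list lacks for any reason can appear in both. The share expected from that alone was not computed, since it needs reads per library, and the overlap is therefore no evidence of a common response. Sequencing depth was weighed through the mapped reads of Table S1. Over the 6 stress lists, mapped reads and the number of such peaks had a Spearman rho of 0.486 (exact permutation p = 0.356, adjusted p = 0.711). Pearson's r was 0.328 (exact permutation p = 0.525, adjusted p = 0.525), and r was -0.114 without the heat 30 min and salt 2 h lists. Those lists had the most mapped reads, so the r without them says little about depth. For cold 12 h the values argue against depth, since salt 2 h had 1.31 times its mapped reads and only 2 such peaks. For heat 30 min, which had the most mapped reads of any list, depth alone is also argued against, since 26.3% of its strong peaks without a control peak overlapped a salt 2 h peak, although salt 2 h had more mapped reads than cold 12 h. A deficit of the control list alone would leave most of these peaks in the other lists, and the lists went both ways. Of the 174 cold 12 h peaks, 93.1% overlapped a heat 30 min peak, 65.5% a cold 24 h peak and 61.5% a heat 3 h peak, but 12.1% a salt 2 h peak and 1.72% a salt 6 h peak. Of the 186 heat 30 min peaks, 76.3% overlapped a cold 24 h peak and 52.7% a heat 3 h peak, but 1.61% a salt 6 h peak. Peaks at these positions are thus not limited to the cold 12 h and heat 30 min lists. The excess of strong stress peaks without a partner over strong control peaks without one was seen only in cold 12 h and heat 30 min. These lists also held the most peaks and covered the most bases. The length of the lists, a deficit of the control list, a response shared by the cold and heat treatments and a technical property of these libraries all stay open.

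The covered length moved in opposite directions in the heat lists. It was 12.4 Mb above the control at heat 30 min and decreased by 12.9 Mb at heat 3 h, each in the same direction on all 12 chromosomes. This difference was not tested, since there is 1 list per time point. Over the 7 lists, mapped reads and covered length had a Spearman rho of 0.179 (exact permutation p = 0.713, adjusted p = 0.713). Pearson's r was 0.328 (exact permutation p = 0.463, adjusted p = 0.525), and r was -0.156 without the heat 30 min and salt 2 h lists. Those lists had the most mapped reads, so the r without them says little about depth. The adjustment is over the 4 relations computed across lists. Fewer mapped reads cannot be behind the fall at heat 3 h, which had 1.23 times the mapped reads of the control. The rise at heat 30 min goes with the most mapped reads of any list. However, salt 2 h had 1.43 times the mapped reads of the control and did not cover more, with 81.0 against 82.8 Mb. This argues against depth alone there too. The 12 chromosomes share the same libraries, so their common direction is not a separate check. Reads left after the authors' filters, the quality of the libraries and the duration of heat itself all stay open.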

How the results depend on the processing

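The stricter limit on −log10 q and the 20000 peaks of highest fold enrichment, as applied to the lists and to the Jaccard index, were set before the data were examined. The other settings were chosen after the data were seen: equal numbers of peaks in every list, at least 50% of a peak covered, the 10000 peaks of highest fold enrichment, the covered share of each region, and the stricter limit as applied to the shares of unmatched peaks, the principal components and the merged regions. A Jaccard index was taken as changed when it moved by more than its SD over the chromosomes, a percentage or a median width when it left its 95% interval, and a count when it moved by more than 1.5 times.

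With only the peaks with a −log10 q of at least 2, the number of peaks and the covered length stayed within 1.5 times in all 7 lists, and 37 results in all did not change. The median width rose in every list, to 666 bp for control, 710 bp for cold 12 h, 670 bp for cold 24 h, 695 bp for heat 30 min, 635 bp for heat 3 h, 658 bp for salt 2 h and 621 bp for salt 6 h. The Jaccard index of heat 30 min and heat 3 h fell to 0.631. This setting also put heat 3 h in place of cold 12 h as the list least like the control, with 0.678 against 0.681. The share of stress peaks without a control peak became 16.1% for cold 12 h, 8.75% for cold 24 h, 14.9% for heat 30 min, 6.19% for salt 2 h and 5.63% for salt 6 h. The share of control peaks without a stress peak became 8.50% for cold 12 h, 5.86% for cold 24 h, 19.3% for heat 3 h, 6.60% for salt 2 h and 17.1% for salt 6 h. The first principal component held 38.3% of the variance, and 494 regions were missing only from the control.

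Among the 20000 peaks of highest fold enrichment in each list, every Jaccard index was lower. Control had an index of 0.438 with cold 12 h, 0.601 with cold 24 h, 0.534 with heat 30 min, 0.441 with heat 3 h, 0.627 with salt 2 h and 0.529 with salt 6 h. Cold 12 h had an index of 0.504 with cold 24 h, 0.565 with heat 30 min, 0.420 with heat 3 h, 0.432 with salt 2 h and 0.370 with salt 6 h. Cold 24 h had an index of 0.578 with heat 30 min, 0.535 with heat 3 h, 0.662 with salt 2 h and 0.553 with salt 6 h. Heat 30 min had an index of 0.422 with heat 3 h, 0.513 with salt 2 h and 0.419 with salt 6 h. Heat 3 h had an index of 0.536 with salt 2 h and 0.529 with salt 6 h. Salt 2 h had an index of 0.667 with salt 6 h. The mean of the 3 same-stress pairs was 0.531. Salt 2 h remained the list most like the control in all 4 settings, and cold 12 h the least like it in all but the stricter limit on −log10 q.

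With 87437 peaks in every list, these Jaccard indices changed. Control had an index of 0.787 with cold 24 h, 0.726 with heat 30 min, 0.666 with heat 3 h, 0.808 with salt 2 h and 0.694 with salt 6 h. Cold 12 h had an index of 0.742 with heat 30 min. Cold 24 h had an index of 0.759 with heat 30 min, 0.802 with salt 2 h and 0.687 with salt 6 h. Heat 30 min had an index of 0.628 with heat 3 h, 0.703 with salt 2 h and 0.584 with salt 6 h. Salt 2 h had an index of 0.767 with salt 6 h. The mean of the same-stress pairs was 0.699. The share of stress peaks without a control peak became 14.8% for cold 12 h, 9.21% for cold 24 h, 13.0% for heat 30 min, 13.2% for heat 3 h, 7.70% for salt 2 h and 12.5% for salt 6 h, and the share of control peaks without a stress peak became 13.4% for cold 12 h, 8.97% for cold 24 h, 11.0% for heat 30 min, 15.9% for heat 3 h, 8.00% for salt 2 h and 15.0% for salt 6 h. The stress share stayed the higher for both cold treatments and heat 30 min and the lower for the other 3 lists, but the gap between them was smaller in all 6, as lists of equal length bring about by construction. The first principal component held 34.8% of the variance. The regions missing only from the control rose to 644.

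When a peak counted as shared only with at least 50% of it covered, the share of stress peaks without a control peak became 25.2% for cold 12 h, 11.2% for cold 24 h, 19.8% for heat 30 min, 10.6% for heat 3 h, 6.73% for salt 2 h and 6.33% for salt 6 h. The share of control peaks without a stress peak became 11.0% for cold 12 h, 7.47% for cold 24 h, 6.34% for heat 30 min, 24.4% for heat 3 h, 9.75% for salt 2 h and 24.6% for salt 6 h. The strong stress peaks without a control peak numbered 705 for cold 12 h, 94 for cold 24 h, 526 for heat 30 min, 124 for heat 3 h, 29 for salt 2 h and 17 for salt 6 h. Among the 10000 peaks of highest fold enrichment, they numbered 28 for cold 12 h, 0 for cold 24 h, 24 for heat 30 min and 4 for heat 3 h. They stayed at 2 for salt 2 h and at 0 for salt 6 h. The number of strong peaks without a control peak thus depends on both choices in the cold and heat lists. In the salt lists only the overlap rule changed it. A count among the 10000 strongest peaks cannot rise, so salt 6 h had to stay at 0, and salt 2 h rests on 2 peaks. The 50% rule can only keep or raise a count. No difference between the salt lists and the others is therefore drawn from this, and the cause was not tested. With the covered share of each region in place of presence or absence, the first principal component held 44.9% of the variance.

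No paired analysis was possible because each peak list stands for both replicates of its condition. For the same reason, leaving out a replicate and the replicate block were not run. The alternatives set for the TSS of old and young genes were not run either, since a gene annotation of IRGSP 1.0 was not used here. Without values per replicate, the depth of a single library cannot be related to a single peak.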

Differences from the paper's values

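The legend of Fig. S2J gives 90% or more of the variance for the first 2 principal components, the paper's value, against 58.8% here. The paper's value is a lower bound, and no setting that was run reached it. The presence or absence of peaks in 7 lists was used here. The legend does not state the input of its analysis, so whether the inputs differ is not known. No alternative for this value was set before the data were examined. Of those chosen after the values had been seen, the covered share of each region came closest with 64.7%, while equal numbers of peaks gave 54.9% and the stricter limit on −log10 q 58.3%.

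The copy of Table S2 used here holds 1997 rows, against 5566 in the paper's table, so no overlap or set test was run on it.

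In Fig. S2J, read by eye, cold 12 h is the condition nearest the control and salt 2 h the farthest on the first component. Its set of conditions may not be that used here. On the first component here, where the control stood at -9.9, cold 24 h was nearest to it at 5.5 and cold 12 h farthest at 96.8, with salt 2 h at -35.0. The order of the lists on this component was also that of their number of peaks and of their covered length. Distance from the control on it can therefore not be told apart from a difference in list length. By the Jaccard index, a different measure, salt 2 h was the list most like the control, with 0.830, and cold 12 h the least, with 0.677. With peaks of −log10 q of at least 2, heat 3 h had the lowest index with the control. Salt 2 h had the highest index with the control in all 4 settings that were run. The circle for FAIRE-seq in Fig. 1D holds about 93000 peaks, read by eye, against 99518 in the control list and 95890 with −log10 q of at least 2. Which list the circle stands for is not stated in the legend.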

Other observations

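The tests of sequencing depth, of −log10 q, of the bound on the Jaccard index, of the salt pair and of the order in Fig. 2 were chosen after the results had been seen. The other tests were written before.

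The number of peaks had no clear relation to the mapped reads. Over the 7 lists, Spearman's rho was 0.179 (exact permutation p = 0.713, adjusted p = 0.713). Pearson's r was 0.294 (exact permutation p = 0.517, adjusted p = 0.525), with r = -0.0609 without the heat 30 min and salt 2 h lists. Those lists had the most mapped reads, so the r without them says little about depth. The control had the fewest mapped reads, yet heat 3 h, salt 2 h and salt 6 h had fewer peaks than the control. This argues against mapped reads as the only source of the differences in number. It held on all 12 chromosomes, but these share the same libraries and are not separate checks.

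Stress peaks without a control peak were among the weaker peaks of their lists. The median within-list percentile of their fold enrichment was at most 22.6 in the 6 stress lists, under the limit of 25 set in advance as a test of peaks close to the calling threshold. Their median −log10 q was between 2.98 and 4.00, against 6.95 to 14.3 for the other peaks of the same lists. Between 9.99% and 24.5% of them had a −log10 q under 2, so most passed the stricter limit. Leaving out the peaks under that limit in both lists raised their share in cold 24 h, heat 30 min, salt 2 h and salt 6 h. It lowered the share in cold 12 h from 17.5% to 16.1%. In heat 3 h the share went from 7.31% to 7.18%, within its 95% interval. Whether the calling threshold is behind most of them stays open.

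A peak in all 6 stress lists and none in the control list was found in 289 merged regions, or 644 with equal numbers of peaks. Regions with a peak in all lists but 1 numbered 4709 for salt 6 h, 3934 for heat 3 h, 947 for cold 12 h, 287 for heat 30 min, 97 for cold 24 h and 34 for salt 2 h as the missing list. The comparison had been set in advance as a test of a response common to all stresses, but regions missing from another list reflect losses in that list, so it does not bear on the 289 regions. A common response and chance absence from the control list cannot be told apart for them without values per replicate.

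The pairing of lists by stress was not the closest, although the salt lists stood close to each other. The mean Jaccard index of the 3 same-stress pairs was 0.715, and 7 of the 15 possible pairings of the 6 stress lists were as high, the pairing by stress included. The highest mean, 0.771, joined cold 12 h with heat 30 min, cold 24 h with salt 2 h and heat 3 h with salt 6 h, and it was above the pairing by stress on 12 of 12 chromosomes. Among the 20000 peaks of highest fold enrichment in each list, 5 of the 15 pairings were as high as the pairing by stress. The 15 pairings cannot give a share under 0.0667. Of the other lists, salt 6 h was most like salt 2 h (0.787), and among the 20000 strongest peaks the salt pair had the highest index of all 21 pairs (0.667). Over all peaks, salt 2 h was more like the control (0.830) and cold 24 h (0.819) than like salt 6 h, so for the salt pair the type of stress stays open. Cold 12 h was more like heat 30 min (0.772) than like cold 24 h (0.715), and heat 3 h was more like salt 6 h (0.722) than like heat 30 min (0.643). The lists with the higher index were also the closer in covered length. Cold 12 h covered 96.2 Mb, heat 30 min 95.2 Mb and cold 24 h 85.3 Mb, while heat 3 h covered 69.9 Mb and salt 6 h 68.6 Mb. A difference in covered length limits the index, so these comparisons cannot separate it from the type of stress. The type of stress therefore stays open for the cold and heat lists too.

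Over the 21 pairs, the Jaccard index rose with the ratio of the shorter to the longer covered length (Spearman rho 0.806, one-sided exact permutation of the list labels, p = 0.000397). That ratio is the upper bound of the index, so the relation is partly built in and covered length and peak positions cannot be told apart by it. The index over its bound had a rho of -0.300 with the ratio. It ranged from 0.735 to 0.930, which argues against covered length as the whole of the difference between pairs.

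Lists that covered fewer bases of the whole genome stood higher after the TSS of young genes in Fig. 2, whose order was read by eye. Spearman's rho was -0.873 (exact permutation p = 0.0159, adjusted p = 0.0635) and Pearson's r was -0.811 (exact permutation p = 0.0270, adjusted p = 0.108) over the 7 lists. Without salt 6 h and cold 12 h, r was -0.541, so the relation rests in part on those lists. It did not pass the adjustment for 4 relations, and 7 lists are too few to decide it. A candidate explanation is that normalized reads concentrate in fewer places in these libraries, which was not tested. The median fold enrichment was 1.93 in cold 12 h and 2.15 in heat 30 min, which covered the most bases. It was 2.48 in heat 3 h and 3.00 in salt 6 h, which covered the fewest. The order was not exact, since salt 2 h had 2.59. Both values come from the same lists, so these medians are not a test of the candidate.

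The longest stretch without a peak in any list was on chromosome 4 of IRGSP 1.0, from 15575976 to 15846043 (270068 bp), and the next on chromosome 11, from 12352952 to 12553747 (200796 bp). In all, 14 stretches had at least 100000 bp. Both strong salt 2 h peaks without a control peak lie on chromosome 11, and they were chosen after their values were seen. The peak from 12351922 to 12352951 ends at the edge of that stretch and stands at percentile 99.6 of the salt 2 h list, and the peak from 12122658 to 12123521 stands at percentile 95.5. Neither is limited to the salt 2 h list. The former also overlapped peaks of the cold 12 h and heat 3 h lists, and the latter peaks of the cold 24 h and heat 3 h lists. Neither overlapped a salt 6 h peak. No explanation was tested for them.

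In the copy of Table S2, chromosomes 1 to 3 are complete for both gene groups. The paper's TPM there had a median of 18.2 for 1648 old genes and 0.280 for 1932 young genes. It was listed at 0 for 41 old genes (2.49%, 95% Wilson interval 1.84% to 3.36%) and for 413 young genes (21.4%, 95% Wilson interval 19.6% to 23.3%). These are the paper's values, and genes are not replicates.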
